A study of Sus scrofa domesticus with 12 samples.

How the data were processed

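RNA was measured by bulk RNA sequencing in 12 specimens of pig brain from a model of neurocysticercosis, the infection of the brain by larvae of the tapeworm Taenia solium. Per the labels' protocols, the tapeworm was introduced by injecting activated oncospheres, the hatched embryos of the worm, into the carotid artery, and living brain cysts were seen by magnetic resonance imaging 5 months later. The labels gave 3 groups. In 3 specimens the tissue came from uninfected pigs and served as control. In 6 specimens the tissue lay beside a viable cyst with a clear capsule in infected pigs that were given no drug. In 3 specimens it lay beside a disrupted cyst with a blue capsule in infected pigs given albendazole and praziquantel, 2 anthelmintic drugs, with a time of 120 hours after treatment. The groups are called control, clear and blue. Of the 12 specimens, 11 were parenchymal, and blue replicate 2 was corticomeningeal. The labels named no animal, sex, batch or cause of the capsule colour, so it was not known whether specimens of a group came from different pigs. Replicate numbers were given here in the order of the sample records and pair no specimens. Drug treatment and capsule state changed together between clear and blue, so no comparison separated them.

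Per the labels' protocols, tissue was taken out of a preservation buffer and homogenised, and total RNA with a DV200, a measure of how much of the RNA is in long fragments, of at least 60% was kept. Ribosomal RNA was removed with Ribo-Zero Plus, non-directional libraries with an insert near 300 bp were made with NEBNext Ultra II, and NovaSeq paired reads of 150 bp were produced with a target of 40000000 read pairs per library. The strand of a transcript was therefore not recorded, and reads from overlapping genes on opposite strands were not separable. The aligner, the counting program, the genome build and any filter were not given in the sources used here.

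The deposited table held estimated counts per gene, not normalised, for 19629 genes in the 12 libraries. Of its values, 80.4% were whole within a tolerance of 1e-06 and 18.4% ended in 0.5, which counting each read once does not give. Every gene had at least 10 counts in at least 10 of the 12 libraries, and 459 genes had that many in exactly 10, so the table had the form of a list already filtered on detection. Genes absent from it were not analysed here, and its totals are totals over the listed genes. A gene under 10 counts in all control, all clear or all blue libraries could not be listed. Genes detected in only some of the groups are therefore missing from every count of calls. All 12 columns matched a sample, and 0 columns were left unmatched. The table held 5041 genes named only by a LOC number and 34 mitochondrial genes, of which 13 carried a symbol in the RefSeq gene table of Sscrofa11.1. That gene table was used only for names and for which genes lie next to or over each other, and 19602 of the 19629 names were found in it. No coordinates are given because the build behind the counts was not named.

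The estimated counts were rounded to whole numbers. Library composition was scaled with TMM factors, and filterByExpr removed 0 genes. The main test was edgeR's quasi-likelihood test with robust dispersion, with all 12 libraries in 1 fit of 3 group means and no covariates. It was two-sided, with Benjamini-Hochberg adjustment over the 19629 genes of each comparison and a threshold of 0.05. A gene past that threshold is said to be called. Each standard error (SE) was derived from the log2 fold change and its F statistic. Expression per library is given as counts per 1000000 of the TMM-scaled total (CPM), with mean ± SD. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. On simulated counts with 200 of 19629 genes changed, the test recovered 87% of 4-fold changes in clear against control with 8 false among 130 calls. It recovered 69% in blue against control with 3 false among 93, and 83% in blue against clear with 6 false among 124. Of 2-fold changes it recovered 35%, 21% and 35% in the same order. Genes were drawn independently there, without shifts shared by many genes of a library. These shares and false calls may therefore look better than in the real data.

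Separation of the groups was tested with a pseudo-F on squared Euclidean distances between libraries in log2 CPM (prior count 2), with an exact permutation over all 18480 assignments. For the likeness of the comparisons with control, 20 sets of 12 unchanged libraries were simulated with the estimated dispersions, independently for each gene, since shared controls alone give a positive correlation. An exact permutation over all 18480 assignments was added for the correlation of the differences in mean log2 CPM. The analysis used 15 gene lists: barrier junction and transport, matrix remodelling, angiogenesis and endothelial activation, immune regulation, T cell and cytotoxicity, B and plasma cell, macrophage and myeloid, homeostatic microglia, interferon response, acute inflammation, type 2 and eosinophil, neuron, astrocyte, oligodendrocyte and myelin, and meninges and fibroblast. They were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over 45 tests (15 lists in 3 comparisons), and fry beside it. A list score is the mean log2 CPM of a list in a library minus the mean of the 3 controls. Scores only were computed for 5 lists of brain regions (cerebellum, cerebral cortex, thalamus and midbrain, striatum, choroid plexus) and for a blood list.

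The genes named in the text were fixed by a rule. For each comparison it took the 4 highest and the 4 lowest log2 fold changes among called genes that had a gene symbol, a mean of at least 1 CPM over all libraries and no overlap in CPM between the groups. It added a panel of 18 genes whatever their result. Genes named outside the rule are marked as chosen after their values were seen.

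The lists above, the naming rule, the tests and a first set of alternatives were chosen before the data were examined. Those alternatives were DESeq2's size factors or library totals in place of TMM, no filter, a filter of a mean of at least 50 counts, DESeq2, limma voom with sample quality weights, a fit of only the groups compared, a minimum absolute log2 fold change of 1, counts thinned to the shallowest total, 1 surrogate variable from svaseq, and leaving out each library in turn. For lists they also included fry and an estimated correlation, and for the separation a prior count of 0.5 and the 500 most variable genes. After the data were seen, 6 more were added: repeating that simulation with each library left out, the exact permutation of the likeness, leaving out the mitochondrial genes, adding the neuron and myelin list scores as covariates, 5 further lists (glucocorticoid targets, immediate early, ERK feedback, endothelial identity and NF-kB targets), and the surrogate variable and covariates for named genes. All splits of the compared libraries were refitted, 84 for 3 against 6 libraries and 10 for 3 against 3.

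Totals ranged from 34587470 to 44516496 counts per library, so counting error was small beside the spread between libraries. The common dispersion was 0.0981, a biological coefficient of variation of 31.3%. Over all pairs of libraries the variance was 9.27 to 65.3 times that of sampling alone and Pearson's r of log2 CPM, across genes, ranged from 0.9185 to 0.9852, so no library was treated as a repeat of another.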

Results

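Transcript abundance was measured in 12 pig brain specimens, 3 from uninfected controls, 6 taken beside viable clear-capsule cysts of Taenia solium in untreated pigs (clear) and 3 taken beside disrupted blue-capsule cysts in pigs treated with albendazole and praziquantel (blue). Total counts over the 19629 listed genes were 41550000 ± 2602000 in control (SD, n = 3), 38450000 ± 2724000 in clear (n = 6) and 36670000 ± 1026000 in blue (n = 3). The shallowest library was clear replicate 2 with 34587470 and the deepest was control replicate 1 with 44516496. Mitochondrial genes took 6.93 ± 3.20% of counts in control, 5.88 ± 2.23% in clear and 13.0 ± 5.83% in blue. Within blue this share was 6.42% in replicate 1, 17.6% in the corticomeningeal replicate 2 and 14.9% in replicate 3.

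The first question was whether libraries of a group lay closer to each other than to the rest. Over all 3 groups the pseudo-F was 1.98, with an exact permutation p of 0.0136 over 18480 assignments. Clear and control gave 2.24 (exact p 0.0476), blue and control 2.57 (exact p 0.2, where 0.1 was the smallest the design allows), and blue and clear 1.48 (exact p 0.155). After Benjamini-Hochberg adjustment over these 4 exact tests the values were 0.0545, 0.0952, 0.2 and 0.2, so none stayed under 0.05. With 1 library left out, the 3-group value ranged from 1.53 without control replicate 3 (exact p 0.0755) to 2.61 without blue replicate 1 (exact p 0.00173), and it was 1.60 without blue replicate 3 (exact p 0.0658). The spread within the infected groups was wide. Blue replicate 1 lay among clear and control libraries, whereas blue replicates 2 and 3 lay together.

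**Figure D1:**
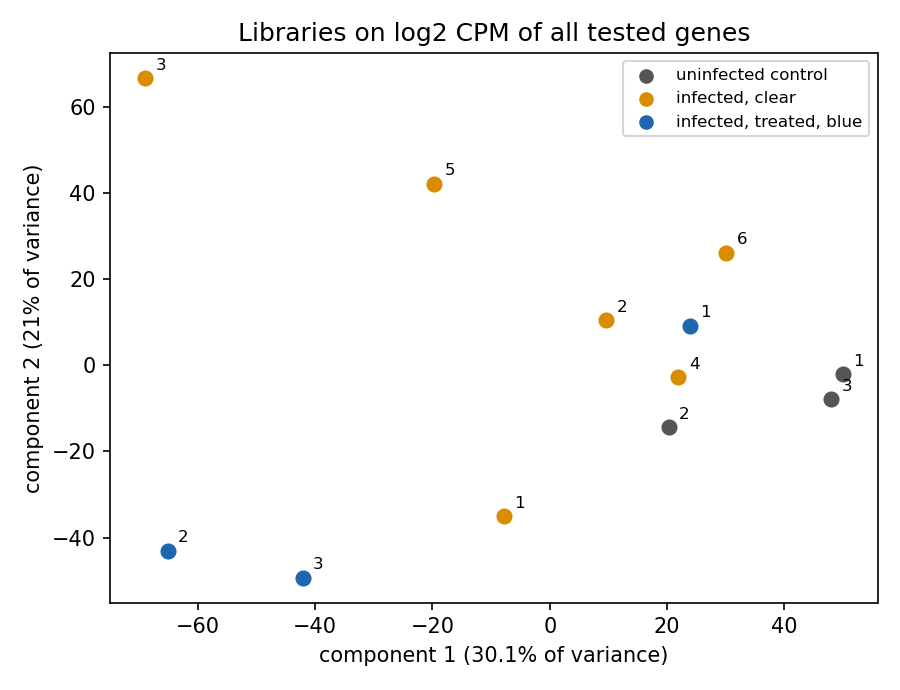
Principal components of log2 CPM over all 19629 genes, with 1 point per library, labelled by replicate; component 1 (x axis) held 30.1% of the variance and component 2 (y axis) 21%. Control replicates 1 and 3 lie farthest to the right, with control replicate 2 left of blue replicate 1 and clear replicates 4 and 6, blue replicates 2 and 3 at the lower left, and clear replicate 3 farthest up on the left.

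Clear was compared with control to find the genes that differed in tissue beside a viable cyst. By edgeR's quasi-likelihood test, 120 of 19629 genes were called, 73 higher and 47 lower in clear, with a smallest adjusted p of 0.00296. At an unadjusted p under 0.05 there were 3190 genes, against 981 expected by chance. Of the 120, 53 carried only a LOC number. Limma voom called 1585 genes and DESeq2 1147, and both lists held all 120. The count fell most without a control. It was 31 without control replicate 1, 15 without control replicate 2 and 4 without control replicate 3, and it was 56 without clear replicate 5, 57 without clear replicate 6 and 79 without blue replicate 3. The other libraries gave between 81 and 145. All 120 genes kept their direction in each of these fits. The fits without a control hold fewer controls, so reliance on single controls and a weaker test cannot be told apart.

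The highest symbol-bearing genes in clear were low in control. TRDN rose by 4.18 ± 0.82 log2 units (SE; adjusted p 0.0451), from 0.566 ± 0.171 CPM in control to 10.3 ± 10.7 CPM in clear (SD, edgeR), and 31.8 CPM of clear replicate 3 lay far above the other 5 clear libraries. C1H6orf118 rose by 3.95 ± 0.53 (adjusted p 0.00901, edgeR) to 3.77 ± 1.96 CPM, FOXN1 by 3.58 ± 0.70 (adjusted p 0.045) to 4.58 ± 3.32 CPM and MUC5AC by 3.13 ± 0.49 (adjusted p 0.0183) from 0.352 ± 0.149 to 3.14 ± 1.52 CPM. The neighbouring mucin gene MUC5B was called as well. Among lower genes, MEIKIN changed by −2.08 ± 0.40 (adjusted p 0.0433), from 73.7 ± 25.5 to 17.5 ± 9.25 CPM. ALAS2 changed by −1.94 ± 0.29 (adjusted p 0.015, edgeR), from 6.36 ± 1.52 to 1.65 ± 0.53 CPM. PTGS2, which overlaps the uncalled gene PLA2G4A in the annotation, changed by −1.84 ± 0.23 (adjusted p 0.00555), from 10.6 ± 2.85 to 2.98 ± 0.687 CPM. RGS20, next to the called LOC110260483, changed by −1.74 ± 0.31 (adjusted p 0.0324), from 18.9 ± 8.24 to 5.65 ± 1.86 CPM. PTGS2 alone of these 8 was called in all 12 fits that left out 1 library, with adjusted p from 0.00721 to 0.0486. ALAS2 was called in 10 of them and lost without control replicate 2 (adjusted p 0.0774) and control replicate 3 (0.128). MUC5AC and C1H6orf118 were called in 9 each and lost without any of the 3 controls, with adjusted p up to 0.131 and 0.0774. RGS20 was called in 6, lost without clear replicate 1, 4, 5 or 6 (up to 0.0705), control replicate 2 (0.167) or control replicate 3 (0.143). FOXN1 was called only without clear replicate 1, 3 or 4 (adjusted p otherwise up to 0.24), TRDN only without clear replicate 3 or 4 (up to 0.209), and MEIKIN only without clear replicate 4 or blue replicate 1 (up to 0.194).

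Blue was compared with control to find the genes that differed in tissue beside a disrupted cyst after treatment. By edgeR, 109 genes were called, 79 higher and 30 lower, with 3245 at an unadjusted p under 0.05 against 981 expected. With library totals in place of TMM the count was 97, and the share of higher genes among the calls fell from 72.5% to 63.9%. DESeq2 called 1118 genes and limma voom 3966. Without blue replicate 1 the count was 714, and without clear replicate 3, which entered only through the shared spread, it was 251. It was 64, 61 and 59 without clear replicates 2, 5 and 6, 70 without clear replicate 4, 23 without blue replicate 2, 10 without blue replicate 3, and 3, 7 and 2 without control replicates 1, 2 and 3. All 109 genes kept their direction throughout these fits.

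MUC5AC rose by 4.27 ± 0.53 log2 units in blue (SE; adjusted p 0.00978, edgeR), to 6.90 ± 1.48 CPM, and SELE by 4.11 ± 0.58 (adjusted p 0.0148), from 0.494 ± 0.139 to 8.56 ± 3.83 CPM. TNFAIP3 rose by 3.26 ± 0.61 (adjusted p 0.0392), from 3.03 ± 0.535 to 29.0 ± 21.1 CPM, and RIN3 by 3.24 ± 0.49 (adjusted p 0.0202), from 7.04 ± 0.659 to 66.5 ± 27.9 CPM. MEIKIN changed by −2.59 ± 0.50 (adjusted p 0.0473) to 12.2 ± 6.21 CPM and ALAS2 by −2.07 ± 0.36 (adjusted p 0.0348) to 1.51 ± 0.467 CPM. NWD2 changed by −1.91 ± 0.34 (adjusted p 0.0349), from 158 ± 25.8 to 42.2 ± 11.0 CPM, and overlaps the called LOC110262076. SLC5A3 changed by −1.88 ± 0.27 (adjusted p 0.015), from 50.7 ± 9.36 to 13.8 ± 2.40 CPM, and overlaps the called MRPS6. Without any of the 3 controls, each of these 8 lost its call, with adjusted p up to 0.191 for TNFAIP3. SELE was also lost without blue replicate 3 (adjusted p 0.0788). RIN3, SLC5A3 and ALAS2 were also lost without blue replicate 2 (0.0685, 0.0663 and 0.131) or blue replicate 3 (0.0947, 0.0947 and 0.0979). NWD2 was further lost without those or clear replicate 2 or 6, with adjusted p up to 0.139. MEIKIN was further lost without blue replicate 2 or 3, or clear replicate 2, 5 or 6, with adjusted p up to 0.192. TNFAIP3 was called only without blue replicate 1 or clear replicate 1 or 3.

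Blue was then compared directly with clear, which asks whether the lesion states differed from each other. By edgeR, 12 genes were called, all higher in blue, while 2625 genes had an unadjusted p under 0.05, 890 of them lower in blue. The 0 lower calls of edgeR stood against 105 by DESeq2, which called 356 genes in all, and 78 by limma voom, which called 449. Without blue replicate 1 edgeR called 385 genes, 313 higher and 72 lower. Without clear replicate 1 it called 5, without clear replicate 2 it called 3, and without any other library (clear replicates 3 to 6, the 3 controls, blue replicates 2 and 3) it called 2. The genes called in every such fit were SELE and LOC110258246. SELE was higher in blue by 4.43 ± 0.45 log2 units (SE; adjusted p 0.0037, 0.00134 to 0.0399 with 1 library left out), at 4.75, 8.53 and 12.4 CPM in the 3 blue libraries against 0.392 ± 0.239 CPM in clear. LOC110258246, on an unplaced sequence in the annotation and outside the naming rule, was higher by 3.02 ± 0.27 (adjusted p 0.00202), at 17.1 ± 5.43 against 2.11 ± 0.635 CPM. LRRC32 (2.50 ± 0.35, adjusted p 0.042), BCL6B (2.47 ± 0.32, 0.0392) and CXHXorf36 (2.00 ± 0.30, 0.0432) were called in the full edgeR fit and, of the 12 left-out fits, only without blue replicate 1, with adjusted p up to 0.246, 0.21 and 0.276 otherwise. Their mean CPM in blue was 24.7 ± 14.7, 13.1 ± 7.62 and 16.4 ± 9.82, against 4.37 ± 1.17, 2.36 ± 0.461 and 4.10 ± 0.35 in clear. The remaining 7, chosen after their values were seen, were likewise called only without blue replicate 1: the mitochondrial tRNA genes KEF22_t09, KEF22_t10 and KEF22_t11, and PLAT (2.00 ± 0.30), NFKBIE (1.30 ± 0.20), C4H1orf54 (1.28 ± 0.19) and PRDX1 (1.04 ± 0.15). NFKBIE and C4H1orf54 overlap the uncalled genes TMEM151B and CIART. Leaving the mitochondrial genes out of the totals and the scaling, an alternative chosen after the data were seen, left 3 calls.

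**Figure D2:**
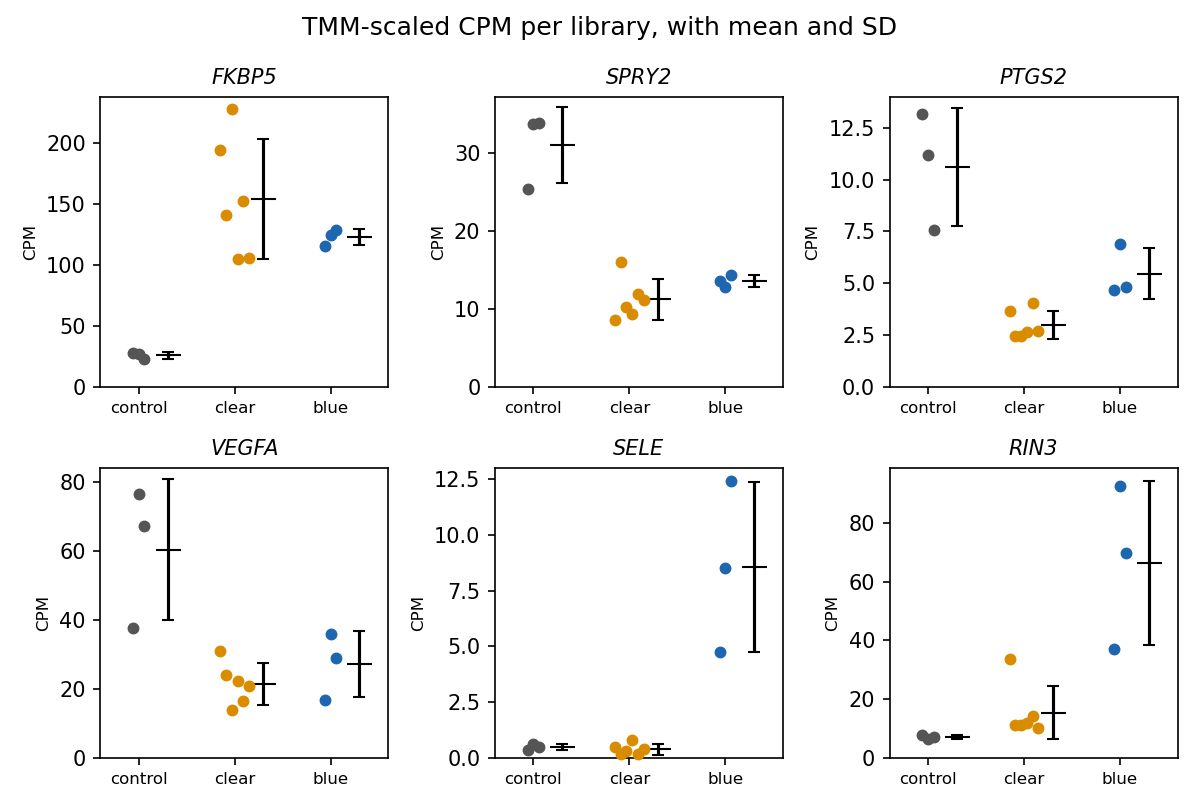
CPM per library (points; y axes linear from 0) of 6 genes in control (n = 3), clear (n = 6) and blue (n = 3), with the mean and SD beside the points. SELE lies at 4.75 to 12.4 CPM in the 3 blue libraries, above every clear and control library, and in FKBP5, SPRY2, PTGS2 and VEGFA no infected library lies within the range of the controls.

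**Figure D3:**
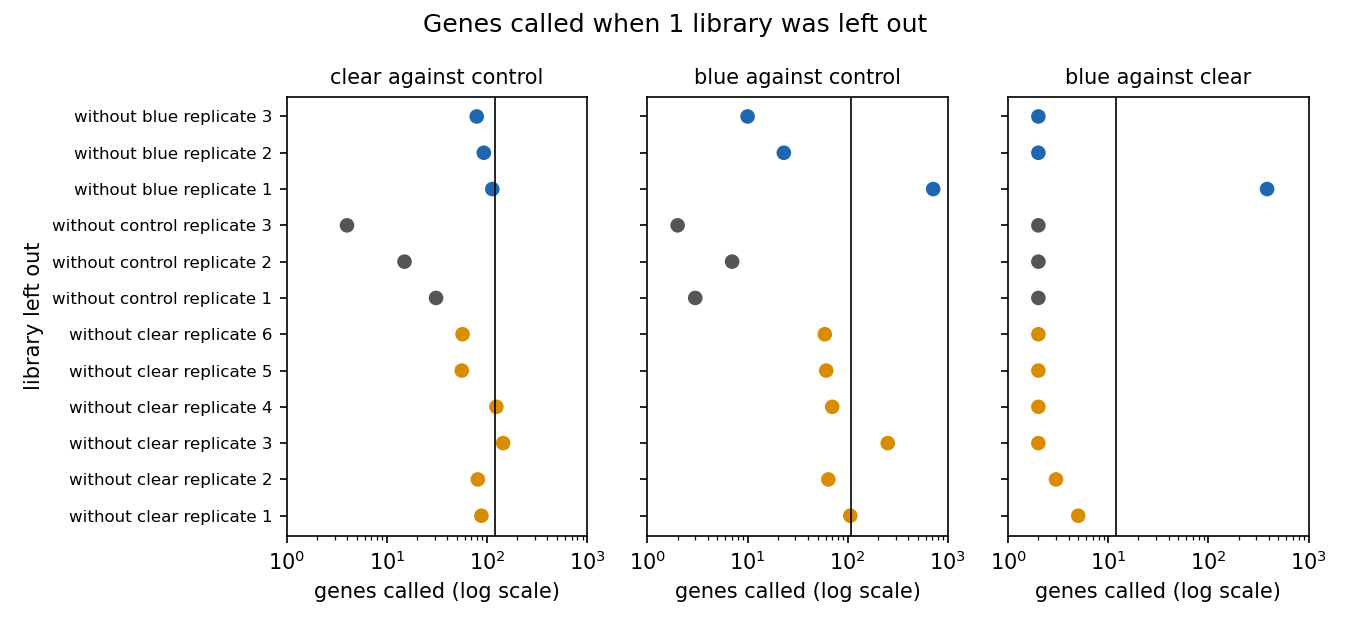
Number of genes called by edgeR (x axis, log scale) in each comparison when 1 library (y axis) was left out, with a vertical line at the count from all 12 libraries (120, 109 and 12). Leaving out a control lowered the counts against control to between 2 and 31, and leaving out blue replicate 1 raised the counts involving blue to 714 and 385.

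The comparisons of clear and of blue with control were set beside each other. Across genes, which are not independent replicates, the log2 fold changes correlated with a Pearson's r of 0.676 and a Spearman's rho of 0.625. Comparisons that share controls correlate without any change: simulated unchanged groups gave an r of 0.575 (0.565 to 0.585 in 20 simulations) and a rho of 0.54, with genes drawn independently, so that range is narrower than for related genes. An exact permutation, chosen after the data were seen, kept the genes together and used differences of mean log2 CPM, whose r was 0.68. Of 18480 assignments of the libraries, 5341 gave as high an r (exact p 0.289, median 0.589), and with 1 library left out the exact p lay between 0.147 (without blue replicate 3) and 0.514 (without control replicate 3). Likeness beyond that of shared controls was thus not shown. Both comparisons called 46 genes. Without control replicates 1, 2 and 3, clear against control had 31, 15 and 4 calls and blue against control 3, 7 and 2, so fewer could be shared there. Those fits hold fewer controls, so reliance on single controls and a weaker test cannot be told apart. Of the 12 genes called between blue and clear, 8 were called in blue against control. Most genes called in only 1 comparison with control were thus not shown to differ between clear and blue. Among shared genes chosen after their values were seen, FKBP5 rose by 2.59 ± 0.27 in clear (SE; adjusted p 0.00296, edgeR) and 2.26 ± 0.28 in blue (adjusted p 0.00978), from 25.6 ± 2.88 to 154 ± 49.0 and 123 ± 6.74 CPM. FKBP5 overlaps the called LOC110261510. In clear FKBP5 was called in all 12 fits that left out 1 library, and in blue it was lost without control replicate 1 (adjusted p 0.0761), 2 (0.0551) or 3 (0.0841).

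Lists of genes were tested as sets because the study's title speaks of immune regulation and of remodelling at the blood-brain barrier. For immune regulation (17 of 25 members analysed) the median log2 fold change was 0.38 in clear against control (camera adjusted p 0.0766), 0.76 in blue against control (0.00195) and 0.43 in blue against clear (0.0537). For barrier junction and transport (20 of 20) the medians were −0.07, 0.35 and 0.48 (adjusted p 0.626, 0.189 and 0.0537). Matrix remodelling (20 of 24) gave 0.24, 0.34 and 0.23 (0.94, 0.124 and 0.0537). In clear against control its camera direction was lower, against a median of 0.24 and a mean of 0.36. Angiogenesis and endothelial activation (18 of 18) gave −0.30, 0.98 and 1.16 (0.0595, 0.0783 and 9.13e-05), with 14 of 18 members higher in blue than in clear and a median of 0.43 without blue replicate 2 (0.00272). No call of these 4 lists held under fry or with an estimated correlation. Blue replicate 2 decided the barrier list: without it the medians were −0.00278 in blue against control (camera adjusted p 0.53) and −0.05 in blue against clear (0.868). Without blue replicate 1 the camera adjusted p of the barrier list was 0.00627 and 0.000494 in those comparisons. Without blue replicate 3 the barrier list passed in blue against clear (0.00531), as it did without clear replicate 2 (0.0392), clear replicate 3 (0.036), control replicate 1 (0.0412) or control replicate 2 (0.0408). Immune regulation passed in clear against control without clear replicate 5 (0.0401), clear replicate 6 (0.0463) or blue replicate 1 (0.0398). It passed in blue against clear without clear replicate 1 (0.00135), clear replicate 4 (0.0345), control replicate 1 (0.0427), control replicate 2 (0.0408) or blue replicate 1 (0.00208). Angiogenesis passed in clear against control without clear replicate 1 (0.0106), clear replicate 3 (0.0462), control replicate 2 (0.0454), blue replicate 1 (0.0198) or blue replicate 2 (0.0483), and in blue against control without blue replicate 1 (0.00154). Matrix remodelling passed in blue against control without blue replicate 1 (0.00299), and in blue against clear without clear replicate 1 (0.000331), clear replicate 4 (0.038), control replicate 1 (0.0412), control replicate 2 (0.0408) or blue replicate 1 (0.000528).

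Among the other 11 lists, camera put 8 tests past the threshold. In clear against control, the macrophage and myeloid list had a median of 1.23 (adjusted p 0.0003, 19 of 21 members higher) and the oligodendrocyte and myelin list 1.43 (0.000103, 14 of 14 higher). In blue against control, the macrophage list had 1.31 (0.00237, 20 of 21), interferon response 1.02 (9.13e-05, 18 of 18) and the neuron list −0.60 (0.00132, 1 of 18 higher). In blue against clear, interferon response had 0.69 (0.00155, 16 of 18), the astrocyte list 0.44 (0.00195, 13 of 13) and the neuron list −0.54 (0.00801, 2 of 18 higher). Without a call, the medians were 0.42 for interferon response, −0.22 for the neuron list and −0.26 for the astrocyte list in clear against control, 0.35 for the astrocyte and 0.65 for the oligodendrocyte list in blue against control, and −0.79 for the oligodendrocyte list in blue against clear. Several of these leaned on 1 library. In clear against control the neuron median was 0.07 without control replicate 1 and the astrocyte median −0.02 without control replicate 2. Against control, the astrocyte median in blue was 0.03 without blue replicate 3 and the oligodendrocyte median 0.34 without blue replicate 2. The oligodendrocyte median in blue against clear was −0.20 without clear replicate 3. With adjustment over all 45 tests, fry put 0 past the threshold (smallest 0.507, 3 at an unadjusted p under 0.05), and camera with an estimated correlation put 0 (smallest 0.812, 0 at an unadjusted p under 0.05), against 10 and 23 for camera at the preset correlation. Left-out libraries removed the macrophage call in blue against control (without control replicate 3, adjusted p 0.0516, or blue replicate 2, 0.0508), the neuron calls (without blue replicate 2, 0.0747 and 0.421, and in blue against clear also without clear replicate 4, 0.0525) and the interferon call in blue against clear (without blue replicate 3, 0.239). Other called medians moved by more than 1.5 times and stayed called. Without clear replicate 3 the oligodendrocyte median in clear against control was 0.81 (0.000293), and without control replicate 1 the macrophage medians were 2.02 in clear (6.94e-06) and 1.99 in blue (7.56e-06) against control. Without blue replicate 3 the interferon median in blue against control was 0.57 (0.00531) and the astrocyte median in blue against clear 0.29 (0.0274). Without blue replicate 1 the neuron medians were −1.22 (7.07e-05) and −1.14 (0.000398).

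The 6 remaining lists had no camera call in any comparison with all 12 libraries. Homeostatic microglia gave medians of 0.43, 0.28 and −0.17 in clear against control, blue against control and blue against clear, with the same order below, T cell and cytotoxicity (10 of 24 members analysed) 0.47, 0.91 and 0.51, B and plasma cell (10 of 16) 1.74, 1.39 and −0.30, acute inflammation (7 of 20) 0.52, 0.54 and 0.019, type 2 and eosinophil (6 of 18) 0.16, 0.22 and 0.076, and meninges and fibroblast −0.11, 0.42 and 0.15. Without blue replicate 2 the microglia median in blue against control was −0.01, and without control replicate 1 the microglia medians against control were 0.77 in clear and 0.73 in blue. In blue against clear the B and plasma cell list had a test direction of higher against a lower mean (−0.18) and median, the macrophage list a test direction of lower with a mean of 0.00522 and a median of −0.029, and the type 2 list a test direction and mean (−0.15) lower with a higher median. In clear against control the meninges list had a mean of 0.14 with a lower median and test. Clear replicate 1 carried much of this: without it the B and plasma cell medians were 0.17 in clear against control (adjusted p 0.628) and 0.79 in blue against clear (0.0106), and in blue against clear the T cell median was 1.05 (0.00359) and the meninges median 1.04 (0.00135). Its absence also put the meninges list past the threshold in clear against control (−0.61, 0.0136), and the T cell (0.0138), B and plasma cell (0.00973) and oligodendrocyte (0.0432) lists in blue against control, and the oligodendrocyte list in blue against clear (0.00278).

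Leaving out other libraries gave further camera calls. In clear against control, homeostatic microglia passed without clear replicate 2 (adjusted p 0.0327), clear replicate 5 (0.0438), control replicate 1 (0.00383) or blue replicate 1 (0.0182), and interferon response without clear replicate 2 (0.0452), clear replicate 5 (0.0369), control replicate 2 (0.0173), blue replicate 1 (0.0061) or blue replicate 3 (0.0274). The neuron list passed there without control replicate 2 (0.0408), and the astrocyte list without clear replicate 2 (0.0392) or control replicate 1 (0.0199). In blue against control, the T cell list passed without clear replicate 2 (0.0387), clear replicate 5 (0.0438), control replicate 1 (0.0303) or blue replicate 1 (0.00299), the B and plasma cell list without clear replicate 2 (0.0476) or blue replicate 1 (0.0131), and the oligodendrocyte list without clear replicate 3 (0.0234), clear replicate 4 (0.0456) or blue replicate 3 (0.00757). Between blue and clear, the T cell list passed without blue replicate 1 (0.00689), the macrophage list without blue replicate 1 (0.0175), microglia without blue replicate 2 (0.0313), the oligodendrocyte list without clear replicate 4 (0.00214), clear replicate 6 (0.0282) or blue replicate 2 (0.00347), and meninges without clear replicate 4 (0.0267) or blue replicate 1 (0.00299).

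Counts of single members were made as well. By edgeR over all genes, the angiogenesis list had 1 called member in each comparison, and adjusted over the list alone it had 3, 7 and 10. The barrier list had 0, 1 and 0 called by edgeR, with 1, 2 and 10 adjusted over the list alone, 3, 6 and 10 at an unadjusted p under 0.05, 1, 3 and 2 by DESeq2 and 1, 3 and 1 by limma voom. Immune regulation had 0 in each, 2, 2 and 0 adjusted over the list alone, 3, 7 and 3 unadjusted, 2, 2 and 0 by DESeq2 and 1, 6 and 1 by limma voom. Matrix remodelling had 0 in each and 0 in each adjusted over the list alone, with 2, 2 and 5 unadjusted, 1 in each by DESeq2 and 2, 4 and 1 by limma voom. Of the other lists, oligodendrocyte and myelin had 0 by edgeR in clear against control and 6 adjusted over the list alone (9 unadjusted, 6 by DESeq2, 6 by limma voom), and interferon response had 0 in blue against control and 8 adjusted over the list alone (9 unadjusted, 7 by DESeq2, 12 by limma voom).

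**Figure D4:**
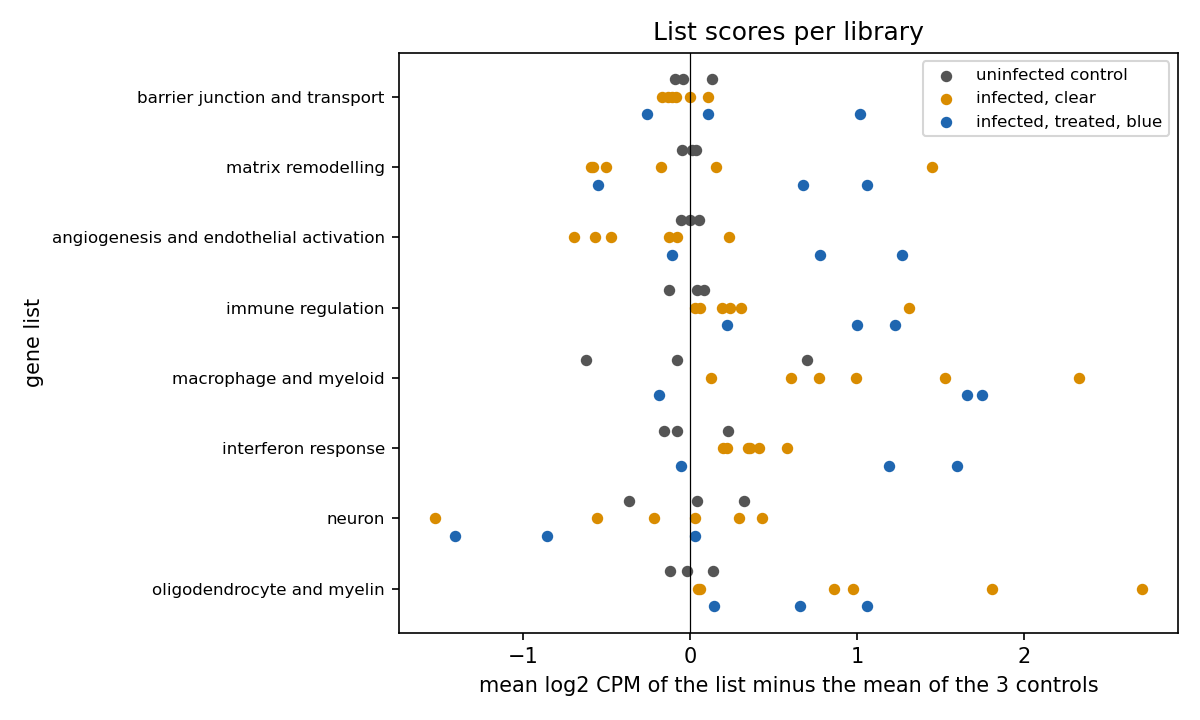
List scores per library (points) for 8 gene lists (y axis), as mean log2 CPM minus the mean of the 3 controls (x axis, log2 units). Blue replicate 1 lies near the controls in most lists, and the other blue libraries and clear replicate 1 reach the highest immune regulation scores.

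Of the 18 panel genes, 12 were analysed, and IL10, CTLA4, IDO1, IFNG, TNF and MMP9 were not analysed here. By edgeR over all genes, 1 was called in clear against control, 0 in blue against control and 0 in blue against clear. Adjusted over the list alone the counts were 1, 3 and 2. At an unadjusted p under 0.05 they were 1, 4 and 2, by DESeq2 1, 2 and 1, and by limma voom 1, 3 and 1. VEGFA, next to the called LOC106504420, changed by −1.50 ± 0.29 in clear (SE; adjusted p 0.0444, edgeR), from 60.5 ± 20.4 to 21.5 ± 6.09 CPM, and by −1.15 ± 0.35 in blue (adjusted p 0.14), to 27.2 ± 9.64 CPM. Of the left-out fits, its call in clear held only without clear replicate 1, control replicate 1 or blue replicate 1, with adjusted p up to 0.21 otherwise. With neuron and myelin covariates, chosen after the data were seen, VEGFA was at −0.88 in clear and lost its call (adjusted p 0.11, against 0.000264 to 0.21 over all alternatives). In blue it was called with those covariates (−1.23, adjusted p 0.0428), by DESeq2 (0.0291) and by limma voom (0.0153), against up to 0.348 over all alternatives. CLDN5 differed between blue and clear by 1.82 ± 0.35 (adjusted p 0.0959, edgeR), at 39.6 ± 30.6 against 11.2 CPM. The CLDN5 difference was 1.01 without blue replicate 2 and was called without blue replicate 1 (2.16, adjusted p 0.00321, against 0.00105 to 0.738 over all alternatives), and with all 12 libraries by DESeq2 (1.78, 0.00105) and limma voom (1.68, 0.0266). OCLN differed by 1.28 ± 0.41 (adjusted p 0.251), and 95.1 CPM of blue replicate 2 lay above all other libraries. The OCLN difference was 0.099 without blue replicate 2 and was called without blue replicate 1 (1.61, adjusted p 0.0476, against 0.0476 to 0.909 over all alternatives). In blue against control CLDN5 changed by 1.3 ± 0.43 (adjusted p 0.169, edgeR) and by 0.477 without blue replicate 2. It was called there without blue replicate 1 (1.65, adjusted p 0.0223) and by limma voom (0.981, 0.0336). OCLN changed there by 1.55 ± 0.5 (adjusted p 0.156, edgeR) and by 0.364 without blue replicate 2. It was called there without blue replicate 1 (1.89, adjusted p 0.0408) and by DESeq2 (1.52, 0.0404). AQP4, CD274, FOXP3, GFAP, IL6, MFSD2A, TGFB1, TIMP1 and TJP1 were not called in any comparison by edgeR with all 12 libraries, with adjusted p from 0.273 upward. Limma voom called GFAP in blue against control (1.59, adjusted p 0.0299, against up to 0.681 over all alternatives), where edgeR gave 1.20 (0.273). Of these, CD274, FOXP3, TGFB1, TIMP1 and TJP1 overlap another gene in the annotation.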

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

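The tests below of depth, of a swapped label and of meningeal tissue in clear replicate 1, and of blood in clear replicate 6, were chosen only after these results were seen, as were the covariates used for TRDN. In the group of 6 clear libraries, 68 values (list scores and gene levels) were examined for a library whose gap to its nearest neighbour took more than 0.625 of the group's range. This held for 10 values. For normally distributed values chance gives about 1 in 20, or 3.4 of 68. Gene levels were taken as CPM, where high values stand out more than on a log scale, so 3.4 may be too low. The values are related to each other, and 7 of the 10 concern clear replicate 1, 2 concern clear replicate 3 and 1 concerns clear replicate 6. Groups of 3 libraries, and the scores of the blood, cerebral cortex and NF-kB lists, were not examined in this way. In those scores single clear libraries also stood apart. The blood score was −0.534 in clear replicate 6 against −1.56 or lower. The cerebral cortex score was −1.72 in clear replicate 3 against −0.537 or higher. The NF-kB score was 0.926 in clear replicate 1 against at most 0.31.

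Clear replicate 1 stood above the other 5 clear libraries in 3 list scores and 4 genes. Its matrix remodelling score was 1.45 against −0.59 to 0.16 in the others (a gap of 0.633 of the range), its immune regulation score 1.31 against 0.028 to 0.30 (0.786) and its B and plasma cell score 3.32 against −0.21 to 0.81 (0.712). TIMP1 was at 23.7 CPM against 1.54 to 2.99 (0.934), RIN3 at 33.7 against 10.1 to 14.2 (0.823), TGFB1 at 26.6 against 9.46 to 14.0 (0.734) and RELB, chosen after its values were seen, at 21.8 against 8.41 to 11.6 (0.759). TIMP1 and TGFB1 each overlap another gene in the annotation. Depth was argued against, since the total of 39351495 counts lay inside the range of 34587470 to 42239063 of the other clear libraries. A label swapped with blue replicate 1 stays open. Over 1081 genes called between blue and clear by edgeR without both libraries, on a scale from the other clear (0) to the other blue libraries (1), blue replicate 1 had a median of 0.0757 and clear replicate 1 one of 0.431, between the groups. For 438 of these genes each library lay nearer the other's group, and for 56, SELE among them (0.505 CPM in clear replicate 1 and 4.75 CPM in blue replicate 1), each lay nearer its own. Clear replicate 3 in place of clear replicate 1 gave 389 and 74 of 1249 genes, so such counts also arise where libraries of a group differ widely. They did not arise with the other clear libraries. Clear replicates 2, 4, 5 and 6 gave 34 and 25 of 335, 6 and 15 of 185, 2 and 10 of 145, and 1 and 9 of 133 genes. A swap and a mild reaction beside the cyst of blue replicate 1 cannot be told apart. With blue replicate 2 or 3 left out in its place only 3 and 2 genes were called, in which those blue libraries lay at 1.03 and 1.08, too few genes to decide. Meningeal tissue in that specimen may be a source, since its meninges and fibroblast score was 1.34 against at most 0.168 in the other clear libraries. Fibroblast genes of that list are also expressed in scarring tissue, so meninges and a stronger reaction around that cyst cannot be told apart in a single library, and no biological explanation was tested.

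Clear replicate 3 was highest in TRDN, at 31.8 CPM against 4.03 to 8.61 (a gap of 0.835 of the range), and in ARRDC2, at 31.1 CPM against 15.6 to 20.8 (0.664). The same library had the highest oligodendrocyte and myelin score, 2.71, so white matter in that specimen may contribute. With neuron and myelin scores as covariates the difference of TRDN between clear and control was 3.29, with an adjusted p of 0.021 by edgeR against 5.9e-08 to 0.209 over all alternatives for that gene. That value speaks to the difference between the groups and not to the height of 1 library within a group, so the source of the high values stays open. No biological explanation was tested.

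Clear replicate 6 was highest in HBB, a red blood cell gene chosen after its values were seen, at 2.19 CPM against 0.201 to 0.688 in the other clear libraries (a gap of 0.755 of the range). More residual blood in that specimen could raise it. The blood list score, which includes HBB, was −0.534 in clear replicate 6 against −1.87 to −1.56 in the other clear libraries. ALAS2 was at 2.17 CPM there, below the 2.41 CPM of clear replicate 1, and EPB42 was at 8.31 CPM, below the 8.39 CPM of clear replicate 4. Both genes are near or at levels seen in other clear libraries and only 3 of the 8 genes of the blood list were analysed, so residual blood and chance cannot be told apart here. Without clear replicate 6 the difference of HBB between clear and control was −3.29 and called by edgeR (adjusted p 0.0166), against −2.51 with all libraries (adjusted p 0.09, and 0.00445 to 0.304 over the alternatives). No biological explanation was tested.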

How the results depend on the processing

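The settings without mitochondrial genes and with neuron and myelin covariates, and for single genes also the surrogate variable, were chosen only after the results were seen. Where no cause is named below, the cause was not tested.

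For clear against control, 120 genes were called, and DESeq2's size factors (116), library totals (130), the stricter filter (119), a minimum log2 fold change of 1 (96), thinning (120), 2-group fitting (92) and leaving out mitochondrial genes (124) all stayed within 1.5 times that count. DESeq2 called 1147, limma voom 1585, the fit with 1 surrogate variable 234 and the fit with neuron and myelin covariates 270. With 1 library left out the count lay between 4 (without control replicate 3) and 145 (without clear replicate 3). For blue against control, 109 genes were called, and the count stayed within 1.5 times that under DESeq2's size factors (110), library totals (97), the stricter filter (124), the minimum change (96), thinning (103), the surrogate variable (132) and without mitochondrial genes (107). DESeq2 called 1118, limma voom 3966, the 2-group fit 60 and the covariates 322. Left-out libraries gave 2 (without control replicate 3) to 714 (without blue replicate 1). For blue against clear, 12 genes were called, 9 with DESeq2's size factors, 9 with the stricter filter, 12 with the minimum change and 13 with thinning. Library totals gave 7, DESeq2 356, limma voom 449, the 2-group fit 2, the surrogate variable 2, the covariates 2 and the fit without mitochondrial genes 3, where 3 of the 12 calls were mitochondrial genes themselves and could not be called. Left-out libraries gave 2 to 385 (without blue replicate 1). Fewer libraries enter each of these fits and the 2-group fits. Every called gene that a setting tested kept its direction there. The covariate fits held 74 of the 120, 100 of the 109 and 2 of the 12 calls. Library totals moved the median of all genes in blue against clear to −0.12, and all 12 genes still rose. The setting with no filter removed nothing the other filter kept and says nothing about stability.

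The pseudo-F of 1.98 kept its exact p under 0.05 with DESeq2's size factors, the other prior count and the 500 most variable genes. With 1 library left out it lay between 1.53 (without control replicate 3, exact p 0.0755) and 2.61 (without blue replicate 1), and it was 1.60 without blue replicate 3 (exact p 0.0658). The correlation of 0.676 between the comparisons with control lay between 0.583 (without blue replicate 1) and 0.726 (without control replicate 2). The exact p of the likeness, from a permutation chosen after the results were seen, was 0.289 and stayed between 0.147 and 0.514 with 1 library left out.

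For lists the value is the median log2 fold change and the call is camera's adjusted p, so a direction can turn while the median does not. Past the threshold were 10 of 45 tests, 14 with DESeq2's size factors, 19 with library totals, and from 9 (without control replicate 3) to 25 (without blue replicate 1) with 1 library left out. By fry and by camera with an estimated correlation 0 passed, with 3 and 0 at an unadjusted p under 0.05, so immune regulation in blue against control (0.763) and angiogenesis in blue against clear (1.16) lost their calls under both. The variance of camera's test grows where the correlation estimated from these libraries exceeds the preset 0.01. Where it does, camera's p at the preset correlation is too small. By fry the matrix list turned to higher in clear against control (0.237), and the macrophage list in blue against clear turned to higher at a median of −0.0288. Under library totals, angiogenesis passed in clear against control (−0.249) and blue against control (0.871), as did T cell (0.827), B and plasma cell (1.29) and oligodendrocyte (0.556) in blue against control and meninges in blue against clear (0.00776). With DESeq2's size factors homeostatic microglia passed in clear against control (0.429). In blue against clear the barrier (0.355), matrix (0.0597) and immune regulation (0.292) lists passed, as they did with DESeq2's size factors (0.451, 0.205 and 0.412), and the macrophage test turned under library totals (−0.174).

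With 1 library left out, medians in clear against control ranged over −0.112 to 0.0304 for the barrier list, 0.277 to 0.59 for T cell, 0.341 to 0.768 for microglia, 0.389 to 0.54 for interferon response, 0.0212 to 0.231 for type 2, −0.385 to 0.072 for neuron, −0.442 to −0.0244 for astrocyte, −0.277 to 0.418 for matrix remodelling, −0.382 to −0.21 for angiogenesis, 0.0399 to 0.507 for immune regulation, 0.17 to 1.94 for B and plasma cell, 0.946 to 2.02 for macrophage, 0.811 to 1.64 for oligodendrocyte, −0.61 to 0.0309 for meninges and 0.44 to 0.675 for acute inflammation, whose test turned without clear replicate 1. In blue against control they ranged over −0.00278 to 0.461 for the barrier list, 0.111 to 0.601 for matrix remodelling, 0.241 to 1.21 for angiogenesis, 0.582 to 1.02 for immune regulation, −0.0103 to 0.732 for microglia, 0.364 to 0.605 for acute inflammation, 0.0301 to 0.57 for astrocyte, 0.338 to 0.81 for oligodendrocyte, 0.643 to 1.26 for T cell, 0.831 to 1.75 for B and plasma cell, 0.842 to 1.99 for macrophage, 0.566 to 1.31 for interferon response, −1.22 to −0.342 for neuron, 0.133 to 0.291 for type 2 and 0.0533 to 0.644 for meninges. In blue against clear they ranged over −0.0452 to 0.62 for the barrier list, −0.09 to 0.752 for matrix remodelling, 0.124 to 0.61 for immune regulation, 0.434 to 1.39 for angiogenesis, 0.0992 to 1.05 for T cell, −0.746 to 0.788 for B and plasma cell, −0.00568 to 1.04 for meninges, 0.243 to 0.983 for interferon response, 0.292 to 0.612 for astrocyte, −1.14 to −0.249 for neuron, −0.994 to −0.202 for oligodendrocyte, −0.24 to 0.311 for macrophage, −0.384 to 0.0421 for microglia, −0.352 to 0.0539 for acute inflammation and −0.179 to 0.0854 for type 2. Without clear replicate 1 the T cell (adjusted p 0.00359), B and plasma cell (0.0106) and meninges (0.00135) lists passed in blue against clear.

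Panel genes turned direction, none of them past the threshold. Under limma voom these were AQP4 in blue against control (0.211), CD274 in clear (−0.113) and blue (−0.0522) against control, IL6 in blue against control (0.155), and TJP1 in clear against control (−0.0368), blue against control (−0.0139) and blue against clear (0.0229). In the 2-group fit CD274 turned in clear against control (−0.00336), and with library totals it turned in blue against control (−0.0155) and blue against clear (−0.0589). With the surrogate variable TJP1 turned in clear (−0.0878) and blue (−0.176) against control. With the covariates TJP1 turned in clear against control (−0.294), blue against control (−0.183) and blue against clear (0.111), TGFB1 in clear against control (0.445) and blue against clear (−0.427), and CD274 (−0.126), TIMP1 (−1.38) and VEGFA (−0.353) in blue against clear.

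Left-out libraries turned panel genes as well. In clear against control the ranges were −0.109 to 0.126 for CD274, −0.0329 to 0.325 for FOXP3, −0.244 to 1.34 for TIMP1 and −0.0199 to 0.229 for TJP1. In blue against control they were −0.416 to 0.174 for AQP4, −0.0824 to 0.19 for CD274, −0.246 to 0.221 for IL6, −0.973 to 0.312 for MFSD2A, −0.0245 to 0.726 for TGFB1 and −0.0605 to 0.176 for TJP1. In blue against clear they were −0.142 to 0.448 for AQP4, −0.071 to 0.0939 for CD274, −0.248 to 1.02 for MFSD2A, −0.659 to 1.6 for TIMP1 and −0.191 to 0.133 for TJP1. TIMP1 turned without clear replicate 1 in clear against control (−0.244) and without blue replicate 3 in blue against clear (−0.659). MFSD2A turned without blue replicate 2 in blue against clear (−0.248) and without blue replicate 1 in blue against control (0.312).

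Unequal depth between libraries changed little, since thinning to the shallowest total left the counts of calls within 1.5 times. Lower depth was not tried. Depth limits genes near 10 counts, the level that every listed gene reached in at least 10 libraries.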

Other observations

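The tests of the glucocorticoid, ERK feedback, endothelial and neuron lists, of blood, of the other mitochondrial genes, of the detection filter, of the neuron and myelin scores, and of the covariates and mitochondrial genes in blue against clear were chosen only after the results were seen, and every setting with covariates or without mitochondrial genes was added then. The first test of neuron loss behind the SPRY genes left the question undecided, and a further test with covariates was then added, with its expectation written before its value was seen.

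Other splits of the same libraries were refitted to see whether the counts of calls exceed what any grouping gives. For clear against control, 3 of 84 splits (3.57%) gave as many calls as the real one, itself included. That share is not adjusted over the 3 comparisons, so few other splits reached the count but chance is not excluded. For blue against control the real split was the only 1 of 10, a number of splits too small to exclude chance. For blue against clear, 5 of 84 splits (5.95%) gave as many, so chance is not excluded. The highest count of another split was 771 for clear 2, 3 and 5 set against the other 6 libraries of clear and control, and 1462 for clear 3, blue 2 and blue 3 set against the other 6 of clear and blue, which are the 3 libraries with the lowest neuron scores.

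Technical sources of the count in clear against control were tested. Unequal depth between the libraries was argued against by 120 calls after thinning, and mitochondrial reads in the scaling by 124 calls without them. The share of white matter and neurons may differ between specimens, yet 270 genes were called in clear against control and 322 in blue against control with neuron and myelin scores as covariates, so that share is argued against as the whole source. It stays open for single genes: 46 of the 120 lost their call with the covariates, at a median of 82.5% of their log2 fold change and 1.17 times the SE, so a composition effect and a larger error cannot be told apart for them. In blue against clear the count fell to 2 with the covariates, but it also fell to between 2 and 5 without any library other than blue replicate 1, so the fall decides nothing. The 10 lost calls kept a median of 61.1% of their log2 fold change at 1.17 times the SE, so a composition effect and a larger error cannot be told apart for them. Mitochondrial reads in the scaling were argued against as the source of their size, since without mitochondrial genes the 9 other called genes kept a median of 99.6% of their log2 fold change, although only 3 stayed called. Treatment, lesion state and sampling site stay open as well.

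FKBP5 and ARRDC2, targets of the glucocorticoid receptor chosen after their values were seen, were higher in both infected groups. ARRDC2, next to the called LOC106507304, rose by 2.01 ± 0.24 in clear (SE; adjusted p 0.00539, edgeR) and 1.82 ± 0.26 in blue (adjusted p 0.0148). Leaving out control replicate 3 cost ARRDC2 its call in clear (adjusted p 0.0536), and leaving out control replicate 1 (0.124), 2 (0.0657) or 3 (0.0898) or blue replicate 2 (0.0548) or 3 (0.0783) cost it its call in blue. A different share of neurons and white matter was argued against as the whole source for FKBP5. It kept 2.48 in clear with the neuron and myelin covariates (adjusted p 0.00479 by edgeR, and 1.57e-19 to 0.0467 over its alternatives). Other cell types, such as macrophages, were not covered by those covariates. Glucocorticoid exposure of the infected pigs is a candidate explanation. A list of 15 other targets gave a fry p of 0.133 in clear against control (median 0.18, 9 of 15 higher) and a fry p of 0.00726 in blue against control (median 0.60, 13 of 15 higher), with 0.0437 in blue against clear (median 0.42). Its score was 0.17 in blue replicate 1 against 0.99 and 0.83 in blue replicates 2 and 3. With neuron and myelin covariates its median was 0.383 in clear against control, 0.359 in blue against control and 0.0391 in blue against clear. The list thus left the hypothesis open in clear, where it was meant to decide, and handling or anaesthesia that differed between groups was not tested.

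SPRY1, SPRY2 and SPRED2, inhibitors of ERK signalling chosen after their values were seen, were lower in clear than in control by edgeR, with changes of −1.61 ± 0.19, −1.47 ± 0.18 and −1.32 ± 0.17 (SE; adjusted p 0.00539, 0.00539 and 0.00555). Each lost its call without control replicate 3 (adjusted p 0.0536 for all 3). In blue against control they changed by −1.18 ± 0.23, −1.19 ± 0.22 and −1.07 ± 0.20 (adjusted p 0.0508, 0.0372 and 0.039), and with 1 library left out they were called there in 3, 5 and 5 of 12 fits, with adjusted p up to 0.206, 0.163 and 0.167. A list of 10 other ERK feedback genes was lower as a set, with a fry p of 0.000356 and 9 of 10 lower (median −0.70). That list was written after the first look at the called genes, and 2 of its members, SPRY4 and DUSP6, were themselves called. In blue against control it had a median of −0.39 (fry p 0.0496), and in blue against clear 0.24 (fry p 0.0245). Its score, a mean over members, was −0.75 in blue replicate 1 and 0.13 and 0.052 in blue replicates 2 and 3. The lower mean score in blue thus rests on 1 library. The list's median was −0.582 in blue against control with neuron and myelin covariates, and 0.0668 in blue against clear. Whether the lower median also rests on that library was not tested. Lower ERK pathway activity at sampling may underlie the change in clear, but a list written this way describes the pattern and does not test it. SPRY1, SPRY2 and SPRED2 do not set clear apart from blue (adjusted p 0.368, 0.52 and 0.521 between them by edgeR). Fewer neurons could also lower such genes. The neuron list had a median of −0.216, with members going both ways, which decides nothing. With neuron and myelin covariates the ERK feedback list kept a median of −0.524. SPRY1, SPRY2 and SPRED2 kept −1.38, −1.55 and −1.24 (adjusted p 0.0267, 0.021 and 0.0267 by edgeR, against 4.06e-11 to 0.0536, 1.18e-10 to 0.0536 and 1.56e-10 to 0.0536 over their alternatives). A different share of neurons and white matter is thus argued against as the whole source, and other cell types were not covered. The immediate early list behaved otherwise: its median of −0.76 in clear against control (fry p 0.0125) became −0.0577 with the covariates, and it was −0.060 in blue against control (fry p 0.724) and 0.61 in blue against clear (fry p 0.0362), with scores of −0.68 in blue replicate 1 and 0.16 and 0.11 in blue replicates 2 and 3. How long tissue stood before preservation was not given and stays open for both lists.

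ALAS2 was lower in both infected groups, and HBB was lower in 9 of 9 infected libraries than in the lowest control. Less residual blood in the infected specimens may explain both. EPB42, another gene of the blood list, changed by 0.0829 in clear against control, but it overlaps CCNDBP1 in the annotation, and only 3 of 8 listed genes were analysed. Residual blood and a change in the tissue itself cannot be told apart here. The mean score of the blood list was −1.53 ± 0.50 in clear and −1.43 ± 0.21 in blue (SD).

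SELE, an adhesion molecule of activated endothelium, was higher in blue than in clear. More vessel tissue was argued against as the whole source, since a list of 12 endothelial identity genes had a median of 1.28 (fry p 0.0373) and a highest member of 2.30 (SOX17) beside 4.43 ± 0.45 (SE) for SELE. Blue replicate 2 carried much of that list, with a score of 1.69 against 0.52 in blue replicate 3 and −0.42 in blue replicate 1, beside a clear mean of −0.35. That list had medians of −0.36 in clear against control (fry p 0.371) and 0.84 in blue against control (fry p 0.232). With neuron and myelin covariates its medians were 0.0258 in clear against control, 0.293 in blue against control and 0.294 in blue against clear. The corticomeningeal site of blue replicate 2 was argued against, since SELE stayed at 4.42 without it (adjusted p 0.0275 by edgeR, and 2.77e-17 to 0.0399 over the alternatives). A list of 14 NF-kB targets was higher in blue against control (median 1.23, fry p 0.000979, 14 of 14 higher) and in blue against clear (median 1.38, fry p 0.0014, 13 of 14 higher), and not clearly so in clear against control (median 0.38, fry p 0.371). This list was written after the first look at called genes and holds some of them, so it is a description. Its score was 0.80, 2.04 and 1.69 in blue replicates 1 to 3 and 0.93 in clear replicate 1. With the same covariates this list had medians of 0.639 in clear against control, 0.956 in blue against control and 0.717 in blue against clear. It is consistent with an inflammatory response of vessels in the blue specimens, a hypothesis in which the drug and the cyst's state stay unresolved.

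The mitochondrial tRNA genes KEF22_t09, KEF22_t10 and KEF22_t11 were higher in blue than in clear by 6.01 ± 0.87, 6.18 ± 0.90 and 5.87 ± 0.87 (SE; adjusted p 0.042 each, edgeR), and lost their calls in every fit with 1 library left out except that without blue replicate 1, with adjusted p up to 0.246. They were at 64.6, 64.3 and 45.1 CPM in blue replicate 2 and 66.2, 65.8 and 41.8 CPM in blue replicate 3, and at 1.19, 1.11 and 1.03 CPM in blue replicate 1. A higher overall share of mitochondrial reads was argued against as the whole source, since the other 31 mitochondrial genes had a median of 1.20 and a highest value of 3.51. With the covariates the 3 genes were at 2.73, 2.70 and 2.64. Differences in fragment size or RNA processing between specimens could matter for such short transcripts and were not tested.

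T cell and cytokine genes were few among the calls. The detection filter that the table appears to have passed may explain it: 33 of 78 members of the lymphocyte and cytokine lists were analysed (42.3%), against 45 of 46 members of the brain cell lists (97.8%). Low transcripts that rise in few libraries are the kind such a filter removes, so the T cell, B and plasma cell, acute inflammation and type 2 lists say little about those cells and signals. Any gene under 10 counts in all control, all clear or all blue libraries would be removed too, whatever its level elsewhere.

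Called genes tended to lie next to each other in the annotation. Of 177 called genes with a place on a chromosome, 32 had a called neighbour, against a mean of 3.22 and a maximum of 14 in 1000 random draws. Reads shared between overlapping genes may explain part of it, since 33.1% of the values of those 32 genes were fractional, against 19.5% in other genes and 11.7% in other called genes (permutation p 0.0039, 10000 permutations). Neighbouring calls, several of them LOC names beside a named gene, are therefore not independent counts. Shared regulation of neighbours was not tested.

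Libraries of a group differed in a direction that may reflect a mixture of white matter and cortex in the specimens. Over the 12 libraries the neuron and myelin scores had a Pearson's r of −0.645 (permutation p 0.0234) and a Spearman's rho of −0.671 (permutation p 0.0204, 100000 resamples). Without clear replicate 3 and blue replicate 2, the libraries farthest from the median, r was −0.268, so the relation over all libraries rests on those. Within the 6 clear libraries r was −0.892 (exact p 0.0153) and rho −0.829 (exact p 0.0583, 720 orderings), and r was −0.956 without clear replicates 3 and 6. This was the only relation across libraries that was computed, and control and blue hold too few libraries for their own values.

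Scores of lists for brain regions were computed to describe where specimens may have come from and were not tested. Against a control mean of 0, they were −0.25 ± 0.52 in clear and 0.031 ± 0.059 in blue for cerebellum (SD), −0.43 ± 0.68 and −0.61 ± 0.61 for cerebral cortex, −0.58 ± 0.22 and −0.19 ± 0.56 for thalamus and midbrain, −0.31 ± 0.32 and −0.45 ± 0.34 for striatum, and −0.28 ± 0.41 and −0.32 ± 0.19 for choroid plexus. A mixture of white matter and cortex, which the r of −0.645 may reflect, could move them as well.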
